A study of Mus musculus with 6 samples. Its data were reported in "Downregulation of hepatic lncRNA Gm19619 improves gluconeogenesis and lipogenesis following vertical sleeve gastrectomy in mice" (2023).

How the data were processed

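Poly(A)-selected RNA was sequenced from the livers of 6 male mice on a high-fat diet, 3 after vertical sleeve gastrectomy (VSG, an operation that removes most of the stomach) and 3 after a sham operation. Each library came from 1 animal, and the groups were taken from the sample titles.

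The deposited values were raw read counts per gene. Per the study's methods, the authors prepared strand-specific libraries, aligned the reads with STAR to the mm10 mouse genome counted them with featureCounts and tested genes with DESeq2. The annotation release, the strand option and the treatment of reads that map to several places or to overlapping genes were not stated, so values of antisense genes, overlapping genes and near-identical gene copies are uncertain. The deposited table also gave the summed exon length of each gene in bases, which is no measurement of a sample and entered only the calculation of FPKM (counts scaled by gene length and library size) and the length check. Of 55385 genes, 54487 had an identifier and version equal to those of GENCODE release M21 (GRCm38, the same assembly as mm10), and all 54487 had the same start and end there. In all, 55144 genes could be matched without the version and 241 could not. Gene symbols and biotypes were taken from that match. A gene was called a long non-coding RNA (lncRNA) when GENCODE M21 lists it as such, which held for 13128 genes of the table, 5842 of them with at least 1 count. That listing is broad. It takes in the biotypes TEC and processed transcript, the latter with symbols of protein-coding genes such as Ptpmt1 and Cct6a. All counts of lncRNAs depend on it.

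Total counts ran from 22804397 to 24191778 per library. A count of 3 or fewer was taken as the floor, between 0.124 and 0.132 CPM (counts scaled to library size) of the raw totals. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries of a group differed by as little as counting noise. The chi-square per degree of freedom between them was at least 27.5. Repeat libraries of 1 animal could exceed counting noise too, so this value cannot show that the animals were separate. All 6 libraries were kept as separate samples because each came from 1 animal.

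Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes passing filterByExpr (minimum count 10, minimum total 15) were kept, which left 14454 genes, 1161 of them lncRNAs. Libraries were scaled with TMM factors (0.897 to 1.15). A quasi-likelihood model was fitted with group as the only term (glmQLFit, glmQLFTest), and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. All adjusted p-values in the text come from this test unless another tool is named. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Values per library are CPM with TMM factors, given as mean ± SD over 3 libraries. The sample numbers are not shared between groups, so no pairing was defined. With 3 libraries against 3, an exact two-sided permutation test of a single value cannot go below a p of 0.1, so none was used.

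The study's lncRNA criterion is a fold change over 1.67 with a p under 0.05. The study does not state whether that p was adjusted, and it was taken as unadjusted here and applied beside the adjusted p of 0.05. The study describes its lncRNA list as drawn from these same libraries. Here 39 names of the list were used, fewer than the number the study states. In the count table as annotated here, 4 names of the list had no count in any library. That argues against this table as the source of the whole list, and which table and annotation it rests on is not known. Of the 39 names, 34 were found in the table and 5 were not analysed here. The 12 gene sets (fatty acid synthesis, cholesterol synthesis, gluconeogenesis, fatty acid oxidation, lipid droplet, bile acid synthesis and transport, core clock, macrophage, stellate cell and fibrosis, acute phase, male-biased and female-biased liver genes) were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01, log2 CPM with prior count 2), with fry beside it. Named genes were all genes of 4 short panels of the study and Gm19619, then the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among genes with an adjusted p under 0.05, a mean of at least 5 CPM over the 6 libraries and no overlap between the groups, and then 4 lncRNAs in each direction by the same rule with a mean of at least 0.5 CPM. Any other gene is named only after its values were seen.

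The tests, the groups, the gene sets and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1), RLE size factors, total counts without composition factors, no filter beyond 1 count, at least 10 counts in every library, a prior count of 2 and leaving out each of the 6 libraries in turn and, for gene sets, fry and an estimated correlation. Restricting lncRNAs to the lincRNA biotype, leaving out lncRNAs opposite a far more abundant exon, and lowess offsets (span 0.3) along GC content or gene length were added after seeing the data. GC content was that of the longest transcript and was known for 99.9% of tested genes. Further marker lists (granulocyte granule, red cell, T cell, proliferation, hepatocyte-made acute phase, clock genes that peak in the morning or in the evening) were also chosen after seeing the data. The 15 granule genes are in no other list, and 4 of them were at 1 CPM or more in sham livers. That level was reached by 5 of 7 tested red cell genes, 7 of 10 T cell genes and 7 of 8 proliferation genes. All 6 hepatocyte-made genes belong to the acute phase set and all 11 morning and evening genes to the core clock set.

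The methods were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by 2 on the log2 scale. edgeR was run on 14536 genes, 196 of them changed; it recovered 161 (82.1%) and made 15 false calls. Without a filter, edgeR recovered 178 of 200 changed genes among 25915 and made 51 false calls. DESeq2 recovered 174 of 200 among 25915 and made 49 false calls.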

Results

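Liver transcripts were counted in 3 sham-operated and 3 VSG-operated male mice that had been fed a high-fat diet before and after the operation. The comparison asks which liver genes, and which lncRNAs among them, differ in expression after VSG. Total counts ran from 23666809 to 24191778 in the 3 sham libraries and from 22804397 to 23509921 in the 3 VSG libraries. Group values are given as mean ± SD (n = 3). The number of genes with at least 1 count was 21347 ± 471 in sham and 21460 ± 153 in VSG livers. The 10 most abundant genes of each library held 17.8% ± 1.11 of the counts in sham and 21.6% ± 3.04 in VSG livers. Counts of mitochondrial genes made up 5.98% ± 0.524 in sham and 4.70% ± 0.483 in VSG livers.

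VSG and sham livers differed in 2118 of the 14454 genes tested (14.7%) at an adjusted p under 0.05. Expression was higher after VSG in 981 of these genes and lower in 1137. The change was at least 2-fold in 938 of them. In all 2118 genes the 3 VSG libraries did not overlap the 3 sham libraries. Over all tested genes the groups did not overlap in 39.7%, where chance gives 10%. The alternative that moved the count of 2118 genes most was the removal of single libraries. It fell to 159 without sham replicate 3, 210 without VSG replicate 6, 797 without sham replicate 2, 1076 without VSG replicate 4 and 1214 without sham replicate 1, and it was 2732 without VSG replicate 5. With DESeq2 it was 3252.

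**Figure D1:**
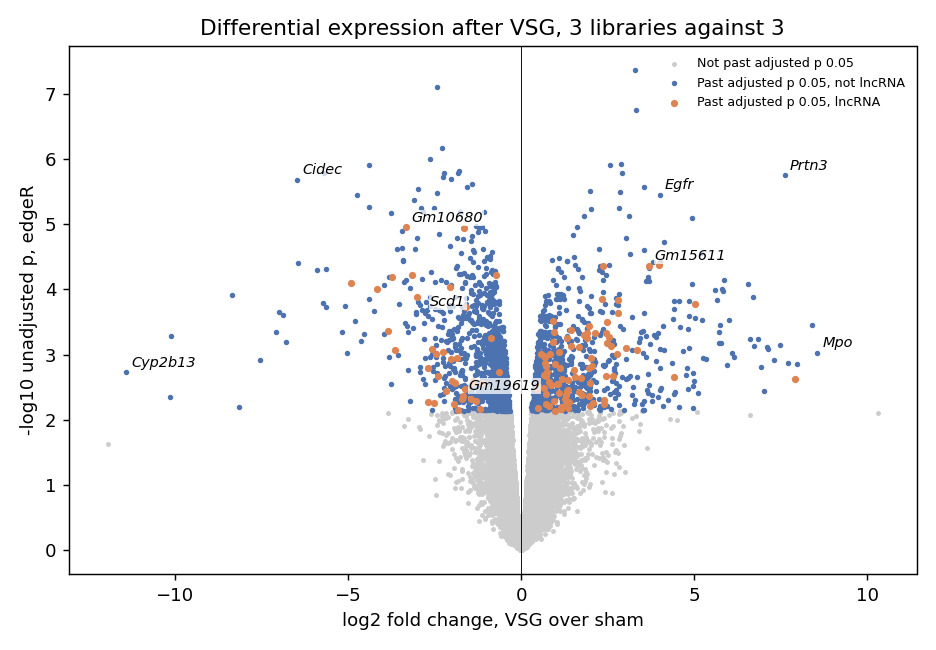
Each point is a tested gene with a symbol, with its log2 fold change (VSG over sham) on the horizontal axis and the −log10 of its unadjusted edgeR p on the vertical axis. Blue points and, for lncRNAs, orange points passed an adjusted p of 0.05, and of all genes tested 981 passed to the right and 1137 to the left of 0.

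Gm19619, the lncRNA that the study is about, was expressed at a lower level after VSG. This lincRNA (ENSMUSG00000107198.1) lies on the minus strand of chromosome 5 from position 91257571 to 91283421 (GRCm38), with 6 merged exon blocks that span 3201 bases in sum and overlap no annotated exon of the plus strand. Its level was 13.5 ± 6.04 CPM (SD, n = 3) in sham and 4.24 ± 1.54 CPM in VSG livers. The log2 fold change was -1.67 (SE 0.397) with an adjusted p of 0.0377 by edgeR. Counts were 536, 170 and 339 in the sham libraries and 132, 71 and 78 in the VSG libraries. The lowest sham library, at 7.77 CPM, and the highest VSG library, at 5.97 CPM, lay close together. The call did not survive the removal of sham replicate 1 (adjusted p 0.0784), sham replicate 3 (0.123), VSG replicate 5 (0.0599) or VSG replicate 6 (0.128), nor under limma-voom (0.0579) or limma on log2(FPKM + 1) (0.0514). Over all 16 alternatives the log2 fold change ran from -1.9985 to -1.22 and the adjusted p from 5.23e-04 to 0.128. By unadjusted p, Gm19619 ranked at position 95 among the 1161 lncRNAs tested.

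Gm19619 lies 109 kb from the end of Areg (chromosome 5, 91139599 to 91148432, plus strand) and 73.8 kb from the start coordinate of Btc (91357261 to 91402994, minus strand), so its neighbours were examined for a change in the same direction. Btc was at 7.46 ± 3.28 CPM in sham and 3.18 ± 0.448 CPM in VSG livers (log2 fold change -1.23, SE 0.325, adjusted p 0.0491). This call was lost without any 1 of the 6 libraries, with adjusted p-values of up to 0.122. In all it was lost under 10 of 15 alternatives, over which the log2 fold change of Btc ran from -1.45 to -0.69. Areg had 31, 3 and 7 counts in sham and 1, 1 and 0 counts in VSG libraries and was too low to be tested.

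**Figure D2:**
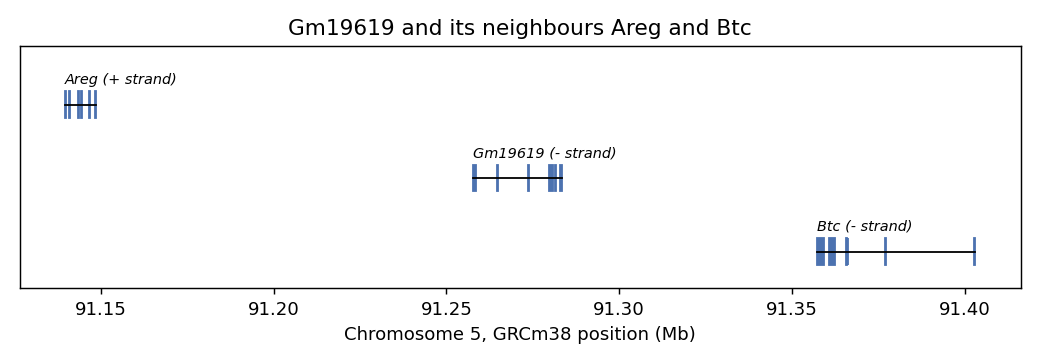
Annotated exon blocks (boxes) of Areg, Gm19619 and Btc along chromosome 5 (position in Mb, GRCm38). Gm19619 sits between both neighbours, 109 kb from Areg and 73.8 kb from Btc, with no exon shared.

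Of the 1161 lncRNAs tested, 257 passed the minimum fold change of the study with an unadjusted p under 0.05, 174 of them higher and 83 lower after VSG. Among the alternatives the count ran from 68 on the log2(FPKM + 1) scale to 582 without a low-count filter. At an adjusted p under 0.05 over all genes, 120 lncRNAs differed (83 higher, 37 lower), and 91 did when the adjustment covered lncRNAs alone. Of these counts, that of 120 fell to 10 without sham replicate 3, 13 without VSG replicate 6, 54 without sham replicate 2, 61 without sham replicate 1 and 72 without VSG replicate 4. Of the 34 lncRNAs found from the study's list, 19 had enough counts to be tested and 15 did not. Of the 15, 4 had no count in any library, which allows up to 3 counts in each. Of the 19, 12 had an adjusted p under 0.05 over all genes (6 higher, 6 lower) and 16 adjusted over the list alone. By the minimum fold change of the study with an unadjusted p under 0.05, 14 of the 19 passed. None of these counts is independent evidence, because the study describes the list as drawn from these libraries. The count of 12 fell to 2 without sham replicate 3, to 2 without VSG replicate 6 and to 5 without sham replicate 1.

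By the rule for named genes, the lncRNAs with the largest rise were Gm15348, Gm41144, Gm15998 and Gm15611. Gm15348 had no counts in sham libraries and was at 1.28 ± 1.003 CPM in VSG livers, at least 9.35-fold higher (adjusted p 0.0294). That bound leaned on VSG replicate 6, at 2.43 CPM against 0.814 and 0.598 CPM in VSG replicates 4 and 5. Gm41144 rose from 0.0746 ± 0.0739 to 1.78 ± 1.34 CPM (log2 fold change 4.41, SE 0.922, adjusted p 0.0283). Its sham mean was under the floor (4, 0 and 2 counts), so the size of its rise is uncertain. Both calls were lost without any 1 library other than VSG replicate 5, with adjusted p-values of up to 0.0937 and 0.123, and under limma on log2(FPKM + 1). Gm15998 (chromosome 3, 89315439 to 89318907, plus strand) rose by 3.99 on the log2 scale (SE 0.431, adjusted p 0.00673). It is annotated as antisense, with 344 bases of exon opposite Efna3, so its counts are uncertain, although Efna3 had 4 counts in all 6 libraries together. Gm15611, a lincRNA of the study's list (chromosome 5, 8998402 to 8999669, minus strand), rose from 1.63 ± 0.575 to 21.3 ± 8.996 CPM (log2 fold change 3.70, SE 0.401, adjusted p 0.00673). Gm15998 and Gm15611 kept their calls under every alternative that tested them. The largest falls were those of AI314278, Gm31600, Gm12265 and Gm30692. AI314278 was at or under 3 counts in all VSG libraries and at least 7.39-fold lower than the 1.06 ± 0.244 CPM of sham livers (adjusted p 0.00793). Without sham replicate 3 its adjusted p was 0.0507. Gm31600, Gm12265 and Gm30692 had log2 fold changes of -4.15, -3.85 and -3.63 with adjusted p-values of 0.00869, 0.0153 and 0.0194. Without VSG replicate 6 the adjusted p of Gm31600 was 0.0536, while those of Gm12265 and Gm30692 were 0.0703 and 0.0840. Without sham replicate 3 the latter were 0.0756 and 0.0893. Gm12265 is annotated as antisense, and its exons overlap 431 bases of Tom1l2 exons on the other strand, so its counts are uncertain too.

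Genes of lipogenesis and gluconeogenesis were compared because the study used them to follow the metabolic effect of the operation. All 6 panel genes had a negative log2 fold change, and 4 had an adjusted p under 0.05 over all genes (5 adjusted over the list alone). Scd1 fell from 16855 ± 2057 to 2468 ± 934 CPM (log2 fold change -2.77, SE 0.389, adjusted p 0.0114). Cd36 fell from 489 ± 48.5 to 141 ± 35.0 CPM (log2 fold change -1.80, SE 0.204, adjusted p 0.00732). Fasn and Srebf1 had log2 fold changes of -1.17 (SE 0.266, adjusted p 0.0338) and -0.78 (SE 0.120, adjusted p 0.0142). The gluconeogenic gene G6pc was at 299 ± 172 CPM in sham and 63.0 ± 48.3 CPM in VSG livers. Its log2 fold change of -2.25 (SE 0.653) did not pass the threshold (adjusted p 0.0636), although the groups did not overlap and 5 of 15 alternatives put it under 0.05, among them DESeq2 (0.0307) and the fit without VSG replicate 5 (0.0220), in a range from 0.0220 to 0.185. Pck1, at 2546 ± 1116 CPM in sham and 1879 ± 679 CPM in VSG livers, differed by less than the spread between replicates (log2 fold change -0.44, SE 0.404, adjusted p 0.470), and its log2 fold change was -0.02 without sham replicate 2. Without sham replicate 3 or without VSG replicate 6, 1 panel gene was past the threshold in each fit. Fasn also lost its call without sham replicate 1 (adjusted p 0.0568) and without sham replicate 2 (0.0886). Cd36 passed in all 15 alternatives.

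**Figure D3:**
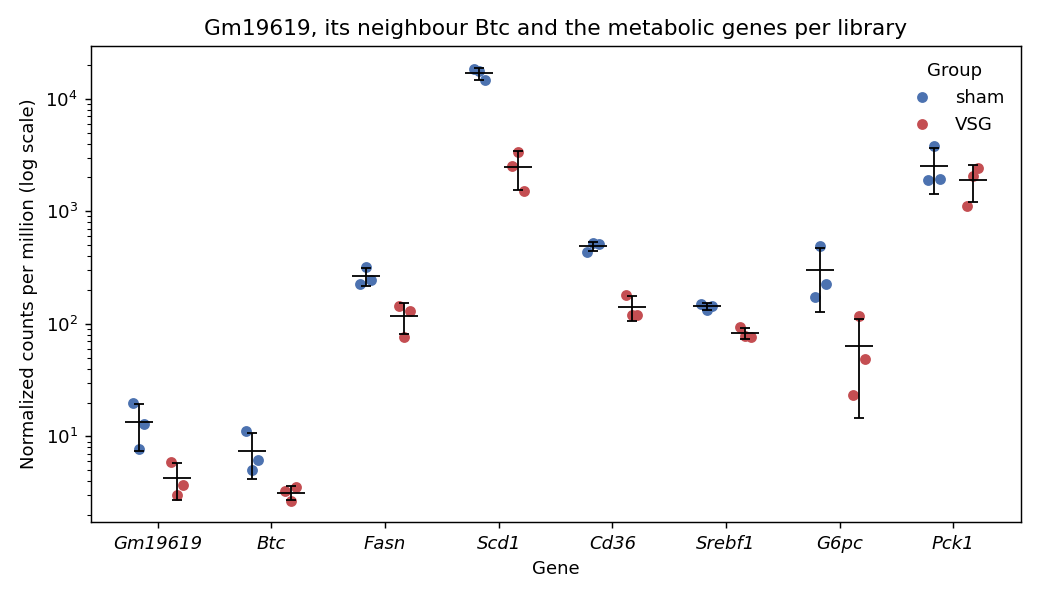
Normalized CPM (log axis) of Gm19619, Btc and the 6 metabolic genes in each of the 3 sham (blue) and 3 VSG (red) libraries, with black bars for the mean ± SD. The groups are apart in Scd1, from 16855 CPM on average in sham to 2468 CPM in VSG livers, and overlap in Pck1.

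Genes of lipolysis and fatty acid oxidation, which the study measured after knockdown of Gm19619, were not higher after VSG. Cpt1a fell from 1248 ± 116 to 655 ± 151 CPM (log2 fold change -0.93, SE 0.216, adjusted p 0.0356), and Pnpla2 from 92.8 ± 2.97 to 61.8 ± 13.02 CPM (log2 fold change -0.58, SE 0.154, adjusted p 0.0494). Each of these calls was lost without any 1 library other than VSG replicate 5, with adjusted p-values of up to 0.136 and 0.161. Acsl1 (log2 fold change -0.83, adjusted p 0.313) and Lipe (-0.10, adjusted p 0.760) did not pass the threshold. Acsl1 was at -0.40 without sham replicate 2 and at -1.42 without VSG replicate 5, and Lipe changed sign to 0.07 without VSG replicate 4. Cpt1b had between 5 and 11 counts per library and was not tested. Among genes of leptin receptor signalling and Foxo1, only Creb1 passed the threshold (log2 fold change 0.48, SE 0.0980, adjusted p 0.0269), and it lost the call under 9 of 15 alternatives, among them every fit that left out 1 library other than VSG replicate 5 (adjusted p of up to 0.107). Lepr was at 7.77 ± 1.75 CPM in sham and 19.4 ± 15.6 CPM in VSG livers (log2 fold change 1.32, SE 0.547, adjusted p 0.144). The difference rested on VSG replicate 4, at 37.2 CPM, and without it the log2 fold change was 0.43. Foxo1 was at 101 ± 40.0 CPM in sham and 62.0 ± 2.03 CPM in VSG livers (log2 fold change -0.71, SE 0.282, adjusted p 0.131), a difference that did not pass the threshold except without sham replicate 1, where the adjusted p was 0.0269. Plcg1 (log2 fold change -0.34, adjusted p 0.224) and Prkar2a (0.01, adjusted p 0.954) did not pass the threshold, and the sign of Prkar2a turned under 9 of 15 alternatives. Adcy8 and Npy had at most 5 and 1 counts in a library and were not tested.

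By the same rule, the 5 genes with the largest rise were Mpo, Prtn3, Ltf, Ctsg and Ngp, which encode granule proteins of neutrophils. Mpo went from 0.197 ± 0.309 to 80.9 ± 71.9 CPM (log2 fold change 8.55, SE 1.54, adjusted p 0.0200), with 3297, 137 and 1836 counts in the VSG libraries against 15, 0 and 1 in the sham libraries. Prtn3 went from 0.185 ± 0.0349 to 37.2 ± 16.2 CPM (log2 fold change 7.61, SE 0.506, adjusted p 0.00177). Ltf, Ctsg and Ngp had log2 fold changes of 7.46, 7.30 and 7.13, with adjusted p-values from 0.0179 to 0.0219. The sham mean of Ctsg was under the floor (4, 1 and 0 counts), so the size of its rise is uncertain. Prtn3 kept its call under all 14 alternatives that tested it. Mpo, Ltf and Ngp lost theirs without sham replicate 2, sham replicate 3 or VSG replicate 6, and Ctsg also without sham replicate 1, with adjusted p-values of up to 0.104. These 4 genes also lost their calls under limma-voom. The 5 largest falls were those of Cyp2b13, Cyp2a4, Cidec, Cyp2b9 and Acot3. Cidec fell from 90.9 ± 30.0 to 1.02 ± 0.580 CPM (log2 fold change -6.47, SE 0.440, adjusted p 0.00177). Cyp2b13 had no counts after VSG and was at least 101-fold lower (adjusted p 0.0265). Its bound leaned on sham replicates 2 and 3, at 21.4 and 19.4 CPM against 2.55 CPM in sham replicate 1. Cyp2a4 was at or under 3 counts and at least 214-fold lower (adjusted p 0.00939). The bound for Cyp2a4 leaned on sham replicate 1, at 63.5 CPM against 12.2 and 16.4 CPM in sham replicates 2 and 3. Cyp2b9 and Acot3 had log2 fold changes of -6.44 and -5.64 (adjusted p 0.00656 and 0.0107). Cyp2b13, Cyp2a4, Cyp2b9 and Acot3 belong to families of near-identical genes, so reads could have been split among copies. Without VSG replicate 6 the adjusted p was 0.0542 for Cyp2a4, 0.0616 for Acot3 and 0.0797 for Cyp2b13. Without sham replicate 3 it was 0.0508 for Acot3 and 0.102 for Cyp2b13, and without sham replicate 2 it was 0.0652 for Cyp2b13. Under limma-voom it was 0.0600 for Cyp2b13 and 0.0604 for Cyp2a4.

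Of the 12 gene sets, 7 had an adjusted p under 0.05 with camera. All 15 acute phase genes were higher after VSG, each with an adjusted p under 0.05, and their median log2 fold change was 2.54 (camera adjusted p 2.14e-12). Sets with a negative median were female-biased liver genes (-5.64 over 9 tested genes, of which 5 passed as lower, and -5.05 with genes at the floor set to their bound), lipid droplet (-2.15 over 11 genes), fatty acid synthesis (-1.23 over 19 genes), stellate cell and fibrosis (-0.91 over 13 genes), fatty acid oxidation (-0.78 over 23 genes) and gluconeogenesis (-0.49 over 11 genes). In fatty acid synthesis, 15 of 19 genes were lower at an adjusted p under 0.05, and in lipid droplet 9 of 11. With fry, 5 of the 7 sets kept an adjusted p under 0.05, fatty acid oxidation and stellate cell and fibrosis being the exceptions (0.0578 each). With an estimated inter-gene correlation 0 of the 12 did, and the smallest unadjusted p-values were 0.0194 (female-biased), 0.0202 (lipid droplet) and 0.0273 (fatty acid synthesis). The other 5 sets had camera adjusted p-values from 0.0888 (male-biased liver genes) to 0.668 (cholesterol synthesis, median log2 fold change 0.17). Male-biased liver genes, with a median of 1.12, were higher in VSG replicates 5 and 6 and not in VSG replicate 4. That set passed the threshold without VSG replicate 4 (9.68e-04), without sham replicate 2 (0.0247) and with total counts (0.00803). Core clock had a median of -0.30, bile acid synthesis and transport -0.31 and macrophage 0.59. Over the 9 alternatives these medians ran from -0.61 to -0.17, from -0.54 to -0.06 and from 0.22 to 0.79, in the same order. The median of cholesterol synthesis changed sign without sham replicate 1 (-0.16), without sham replicate 3 (-0.15) and without VSG replicate 6 (-0.32), and it was 0.59 without sham replicate 2, where the set passed the threshold (0.00511).

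**Figure D4:**
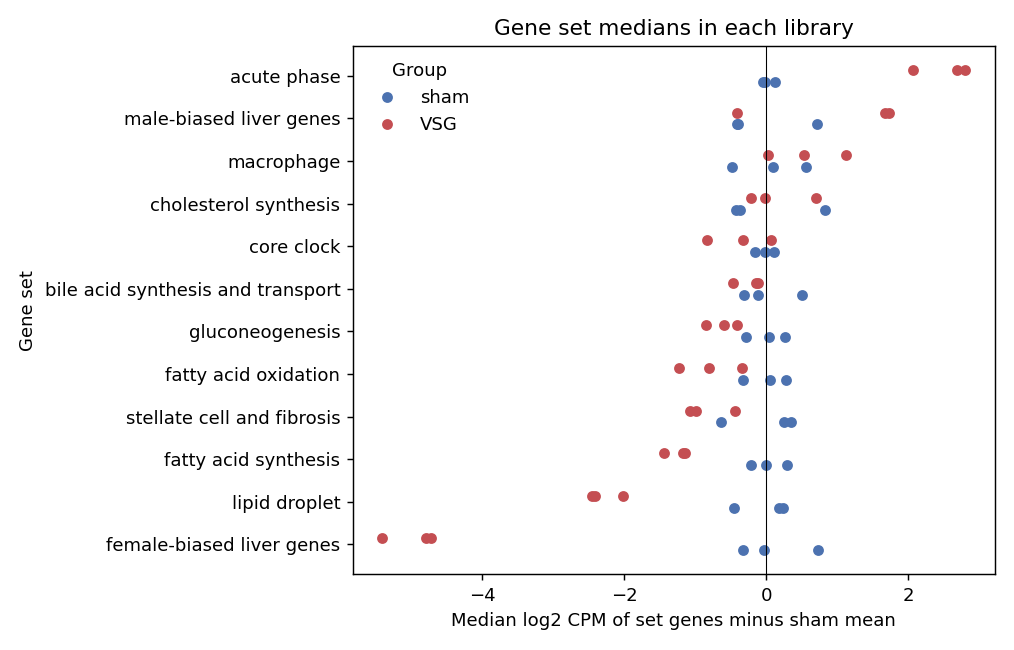
For each of the 12 gene sets, the median over its tested genes of log2 CPM minus the sham mean is plotted on the horizontal axis for the 3 sham (blue) and 3 VSG (red) libraries. The acute phase medians of the VSG libraries lie between 2.07 and 2.81, and those of lipid droplet genes between -2.45 and -2.02.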

Values the study reported

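The study reported that about 1900 lncRNAs could be mapped in these livers. It reported that 40 of them changed after VSG, by its criterion of a fold change above 1.67 and a p under 0.05. Its heatmap caption calls these the top 40, so the number may be a cut of a longer list.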

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

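The GC and length offsets, the restriction to lincRNAs and the removal of lncRNAs opposite an abundant exon were chosen after seeing the data. Where a result changed, the cause was not tested unless stated.

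Leaving out 1 library in turn moved the counts at an adjusted p of 0.05 most, except that of gene sets. Across these 6 fits, from 159 to 2732 genes passed an adjusted p of 0.05 (48 to 1310 higher and 111 to 1422 lower after VSG), with from 10 to 168 lncRNAs, from 2 to 11 lncRNAs of the study's list and from 1 to 5 metabolic panel genes. The lowest values came without sham replicate 3 and the highest without VSG replicate 5. Fewer libraries lower the power, and that does not account for the rise without VSG replicate 5. Gm19619 stayed between -1.9985 and -1.29 on the log2 scale, and lncRNAs past the fold change of the study and an unadjusted p of 0.05 numbered from 226 to 321.

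With DESeq2, 3252 genes passed (1518 higher, 1734 lower) against 2118, with 208 lncRNAs against 120, and 99.3% of the 2118 genes were shared in direction and call. Total counts without composition factors shifted the median log2 fold change of all tested genes by -0.14. Under that scaling 486 of the called genes were higher, 24.3% against 46.3%, and 73.9% of the 2118 genes were shared. Limma on log2(FPKM + 1) gave 407 higher genes and 67.5% shared. The shares were 86.6% for limma-voom, 96.8% for RLE size factors, 91.1% for the GC offset and 85.0% for the length offset.

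The count of 257 lncRNAs by that criterion was 68 on the log2(FPKM + 1) scale, whose pseudocount shrinks the change of low genes. By construction it was 582 with no low-count filter, 134 with at least 10 counts in every library and 80 for lincRNAs alone. The count of 120 lncRNAs was 79 with at least 10 counts in every library and 44 for lincRNAs alone, and the count of 12 of the study's list was 7 with at least 10 counts. Gm19619 lost its call under limma-voom (-1.66) and limma on log2(FPKM + 1) (-1.22). With an estimated correlation 0 gene sets passed against 7.

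Prkar2a, near 0 throughout, turned negative under DESeq2 (-0.00835), limma on log2(FPKM + 1) (-0.12), total counts (-0.12), no filter (-0.020) and the length offset (-0.030), and ran from -0.068 to 0.10 across the fits without 1 library. Lipe ran from -0.31 to 0.071 and the median of cholesterol synthesis from -0.32 to 0.59 across those fits. Among the other comparisons of named genes, 264 kept direction and side of the threshold, 19 were weaker and 4 stronger; without 1 library, 133 kept both, 64 were weaker and 2 stronger.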

Other observations

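The tests of the hepatocyte-made acute phase genes, of Gm10680 and Apoa4, of exon overlap in the study's list, of clock genes and of Gm19619 by library, and among lncRNAs opposite other genes those beyond the Pearson contrast, were chosen after the result was seen. Saa1, Saa2, Egfr, Gm10680, Apoa4, Cyp17a1 and Prom1 were also named after their values were seen.

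With 3 libraries against 3 there are 10 splits, so the share of splits with a result as large cannot go under 0.1. Only the real split, 1 of the 10, gave as many genes (in all or in either direction), lncRNAs by either criterion, listed lncRNAs or metabolic panel genes, or as large a median of acute phase or fatty acid synthesis genes. The number of gene sets past the threshold was different: 4 of the 10 splits gave 7 or more, so that count does not set the operation apart from other groupings of these libraries.

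GC content and gene length were tested as sources of the difference. With an offset along GC content 91.1% of the called genes were still called in the same direction, and with an offset along length 85.0%, which argues against either trend as the whole cause.

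The acute phase genes rose in all 3 VSG libraries. Saa1 went from 131 ± 47.9 to 7677 ± 4586 CPM and Saa2 from 78.7 ± 29.9 to 7351 ± 4961 CPM; these near-identical genes may share reads. With the 50 most abundant genes left out of library sizes and factors the set median was 2.53, which argues against composition as the cause. Genes that hepatocytes make, the fibrinogen chains, hemopexin, Itih3 and Itih4, had a median of 2.34, which argues against RNA of leukocytes as the whole source. An acute phase state of the liver after VSG stays open as a hypothesis, and whether it follows from the operation, an infection or handling was not tested.

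Granulocyte granule genes had a median log2 fold change of 7.11 (6.74 with genes at the floor set to their bound), and the mean of their summed level went from 9.82 to 1059 CPM. This list was chosen after seeing the data. It holds Mpo, Prtn3, Ltf, Ctsg and Ngp, the named genes with the largest rise, so its high median is no independent evidence. The rise was uneven: the sums were 2071, 166 and 941 CPM in VSG replicates 4, 5 and 6, against 3.75 to 19.0 CPM in the sham libraries. Without VSG replicate 4 the VSG mean was 554 CPM, and without sham replicate 1 the sham mean was 5.22 CPM. The library medians of log2 CPM minus the sham mean were 7.44, 3.59 and 6.54 in the same VSG order. Ngp, at 158 ± 139 CPM, and Ltf, at 123 ± 116 CPM, were high in VSG livers. Red cell genes had a median of 0.60 with no gene past the threshold and a camera adjusted p of 0.0694, their mean sum going from 164 to 228 CPM. Their median was 0.36 without VSG replicate 6, 0.39 without sham replicate 3 and 0.83 without sham replicate 2, and the set passed without sham replicate 2 (0.0341) and without VSG replicate 4 (0.0262). Some blood left in the tissue is therefore possible. A larger amount of the same blood would bring red cell transcripts along. With a red cell sum that rose this little, a larger amount alone is unlikely to account for the whole rise. Red cell genes cannot show whether the blood itself held more granulocytes, so that stays open. T cell genes had a median of 0.29, which argues against an equal rise of all leukocytes. It was 0.05 without VSG replicate 6 and 0.47 without VSG replicate 5, where the set passed (0.0382). Proliferation genes had a median of 1.05, with no gene past the threshold and VSG replicate 5 below the sham mean. That median was 0.23 without VSG replicate 4 and 1.49 without VSG replicate 5, where the set passed (0.00681). More granulocytes or their precursors in VSG livers, in the tissue or in its blood, may explain the pattern. No cell counts were analysed here.

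Gm10680 fell by 3.32 on the log2 scale and Apoa4, on the other strand, fell by 3.45. Gm10680 counts were 1.05% ± 0.0267 (SD, n = 3) of those of Apoa4 in sham and 1.12% ± 0.127 in VSG livers, a ratio of 1.07 between groups. A constant share is what misassigned reads of Apoa4 could give. Shared regulation of both genes would give it as well. Across the 107 tested lncRNAs with an exon opposite a gene with at least 50 times their counts, log2 fold changes followed those of the opposite gene (Pearson r 0.69, Spearman rho 0.47, across genes, which are not independent replicates). Across 27 lncRNAs opposite a gene with fewer counts r was -0.28 and rho -0.13. One-sided permutation tests of the difference (100000 permutations) gave p 0.00106 for r, with 0.00134 in a repeated run, and 0.00508 for rho. An opposite gene with few counts has a less certain fold change, which by itself lowers a correlation. A difference between the classes is therefore possible without misassigned reads. Across the 219 lncRNAs between these classes r was 0.34 and rho 0.35, and the difference from the 107 gave p 0.00362 for r and 0.116 for rho. The share with the sign of the opposite gene hardly differed, at 63.6% of the 107, 58.0% of the 219 and 59.3% of the 27 (two-sided Fisher exact p 0.400 and 0.824 for the 107 against each of the others), while r over the 107 was still 0.49 without the 5 largest changes and 0.47 without lncRNAs past an adjusted p of 0.05. Reads from the other strand may add to part of these lncRNAs, 10 of which passed an adjusted p of 0.05, and common control of neighbours stays open.

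Of the 15 listed lncRNAs with too few counts to test, 5 overlap an exon on the other strand, against 3 of the 19 tested (two-sided Fisher exact p 0.417), so strand handling as the reason for their low counts stays open. The 4 listed lncRNAs with no count in any library argue against the count table, as annotated here, as the source of the whole list. Which other count table or annotation lies behind the list was not tested.

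Clock genes that peak in the morning had a median log2 fold change of 0.83 and those that peak in the evening -0.88, a difference of 1.71. With camera the adjusted p was 0.0324 for the former and 0.0226 for the latter. With fry it was 0.0300 and 0.199955, and with an estimated correlation 0.312 and 0.574, so the evening list passed with camera alone. Of the single genes, 1 of 4 morning genes and 0 of 7 evening genes passed an adjusted p of 0.05, with unadjusted p-values of the evening genes from 0.0199 to 0.240. The evening median was lowest in VSG replicate 4 (-1.86 against -0.45 and -0.51 in replicates 5 and 6). Without VSG replicate 4 it was -0.58 and the difference 1.33. A different hour of collection may produce this, and so may an effect of VSG. Both cannot be told apart because collection times are not known here.

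Whether Gm19619 followed the acute phase state could not be settled. The VSG library with the smallest acute phase rise, replicate 5, had 3.03 CPM of Gm19619, the lowest of the 3, and 3 libraries are too few to decide.

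The median of female-biased liver genes was below the sham mean in all 3 VSG libraries, but the genes did not move alike. Of the 9 tested, 5 passed as lower after VSG, 4 of them from families of near-identical genes, and 4 did not pass. Cyp17a1 and Prom1, among the latter, had positive log2 fold changes (0.72 and 0.69, edgeR adjusted p 0.453 and 0.463). Female animals among the sham group would show Xist, but its highest sham level was 0.332 CPM, while Y chromosome genes summed to between 172 and 238 CPM in the 6 libraries. No biological explanation was tested. Egfr rose from 129 ± 39.6 to 2070 ± 234 CPM (log2 fold change 3.999, edgeR adjusted p 0.00197).

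The number of lncRNAs with at least 1 count was 5842. That is higher than the value quoted from the study above. Counting the lincRNA biotype alone, which 33 of the 34 matched listed lncRNAs have, the number was 1702. That is lower than the quoted value, and nearer to it. The number past the fold change of the study at an unadjusted p under 0.05 was 257. That is also higher than the quoted value. Whether the p of the study was adjusted is not stated. At an adjusted p under 0.05, with any fold change, 120 lncRNAs passed, and 44 of the lincRNA biotype alone. The latter is close to the quoted value in number only. Its criterion differs from that of the study, and of the 34 matched listed lncRNAs 12 passed this adjusted p. With DESeq2 the number at an unadjusted p was 364, further from the quoted value. DESeq2 is the tool that the study names. On the log2(FPKM + 1) scale the number at an unadjusted p was 68, and for lincRNAs alone 80, while without a low-count filter it was 582. All of these counts are higher than the quoted value. The comparisons take the quoted number of changed lncRNAs as a full count and not as the top of a longer list.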
